A study of Bifidobacterium catenulatum subsp. kashiwanohense with 12 samples.

How the data were processed

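RNA was measured by sequencing in 12 cultures of Bifidobacterium catenulatum subsp. kashiwanohense strain Bg42221_1E1, a bacterium of the human gut. Per the labels' protocols, a glucose-grown overnight culture was washed, diluted to an optical density of 0.01 in a sugar-free base medium with 1 added carbohydrate, and grown to an optical density of 0.35 before 2 mL of each culture was pelleted. The carbohydrates were glucose (Glc), lactose (Lac), lacto-N-tetraose (LNT) and tamarind xyloglucan (XGL). The protocol gives 10 mg/mL after LNT, which may or may not also apply to Glc and Lac, and 5 mg/mL for XGL. Ribosomal RNA was depleted, strand-specific libraries were made, and single 75-base reads were sequenced on an Illumina NextSeq 500, per the labels' protocols.

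The authors deposited a single table of estimated counts, 1 value per gene and library, for 2099 gene identifiers. The deposited counts were not whole numbers, but 74.8% of the values above 0 lay within 0.01 of a whole number and 95.6% lay within 0.1. Column totals differed between libraries, so the deposited counts had not been scaled to a common depth. The quantifying tool, its version, the genome build, the annotation and any filters are not given in the sources used here, nor whether the counting used the strand of the reads. Each column was matched to its sample by title, and no per-sample column was left unmatched. Totals ranged from 29539791 to 42752274 counts per library. Intervals from such totals would cover counting error only, so spread is given as the SD over the 3 cultures of a group.

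The identifiers carry a prefix and a serial number from 1 to 2099. None of them (0 of 2099) matched a locus tag, symbol or accession in the table of 2031 genes of another strain of the subspecies (assembly ASM104261v1), and the files do not pair them with names, products or coordinates. Genes are therefore reported by identifier, positions are not given, and the gene set tests planned by annotated product were not run. GC content and gene length were not used here for the same reason. Neighbouring genes were taken to be those with consecutive serial numbers. That the numbers follow the chromosome is an assumption, and strand was not used.

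Estimated counts were rounded to whole numbers. Genes were kept if they passed filterByExpr in edgeR 4.0.16 (R 4.3.3) with the 4 carbon sources as groups, which left 1982 genes; the 117 genes left out held 0.000365% of all counts, and 66 of them had a count of 0 in all 12 libraries. Libraries were scaled by TMM factors and a quasi-likelihood model with 1 mean per carbon source was fitted to all 12 libraries (glmQLFit and glmQLFTest), so that the 4 groups shared 1 estimate of the spread with 8 residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, separately for each of the 6 comparisons between pairs of sources. A gene was called changed at an adjusted p below 0.05 with an absolute log2 fold change of at least 1. The standard error of a log2 fold change is its size divided by the square root of the F statistic. A gene was called specific to a source when it was called higher there than in each of the other 3 sources. Depth-scaled counts (CPM) used totals multiplied by the TMM factors, and shares of counts were taken from unscaled totals. The comparisons, tests, thresholds, the definition of source-specific genes, the tests of neighbouring genes and the rule for naming genes were fixed before the data were examined; the set changed the same way in XGL, Lac and LNT was added afterwards. The rule named the 2 largest rises and the 2 largest falls of XGL against Glc, because no table paired the identifiers with names; a named gene had to be called, to have CPM ranges that did not overlap between both groups and to average at least 100 CPM in the higher group. The leading genes of the other comparisons met the same conditions and are given without identifiers.

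The model was tested on simulated data with the real library sizes, Glc means and fitted dispersions of 1982 genes. Of these, 200 were changed by 1.5 or 3 on the log2 scale. In the 6 simulated comparisons, between 196 and 199 of the 200 genes were called in the right direction, with at most 1 false call. For XGL against Glc, 196 were recovered with 1 false call. Without the fold minimum, false calls numbered between 5 and 15 per comparison, with 15 for XGL against Glc. A further simulation raised 200 genes in XGL only, and 199 of them were called specific to XGL with 0 false calls. The smallest simulated change was 1.5 on the log2 scale, so calls close to the minimum of 1 were not tested. Few false calls at that minimum say little, because noise rarely moves an unchanged gene that far. Each gene had 1 dispersion for all groups, so a spread that differs between groups was not simulated.

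Runs of neighbouring genes called in the same direction were compared with 100000 random placements of the calls over the tested genes (one-sided permutation test, numpy 2.4.6), for 4 comparisons and 3 statistics each, with Benjamini-Hochberg adjustment over those 12 tests. Calls shared by comparisons against the same Glc libraries were set beside 20 simulations in which the other groups did not differ from Glc.

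Alternatives were other scalings (RLE size factors, upper-quartile factors, totals alone), no filter or a mean CPM of at least 10, DESeq2 1.42.0, limma-voom (limma 3.58.1), a robust prior, counts thinned to the smallest total, leaving out the 10 most abundant genes, using only the 6 libraries compared, other thresholds, the replicate number as a block, and leaving out each library in turn. Limma-voom with library quality weights was added after the unequal spread of the groups was seen. Libraries share replicate numbers 1 to 3 across the groups, and the labels do not say that a number marks a shared culture or day.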

Results

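The transcriptome of strain Bg42221_1E1 was compared between cultures supplied with 4 carbon sources, with 3 biological replicates per source. Glucose is a monosaccharide and served as the common reference. Lactose is a disaccharide of galactose and glucose, lacto-N-tetraose is an oligosaccharide of human milk that carries a lactose unit, and xyloglucan is a branched plant cell-wall polysaccharide. Estimated counts were available for 2099 genes, of which 1982 were tested. Totals per library ranged from 29539791 to 35945238 counts in Glc, from 37591549 to 42199314 in Lac, from 33221996 to 42752274 in LNT and from 35816631 to 41852057 in XGL. The 10 most abundant genes of a library took 25.9% ± 0.915 of its counts in Glc, 22.2% ± 0.464 in Lac, 20.8% ± 0.445 in LNT and 21.1% ± 0.101 in XGL (SD, n = 3 each).

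Replicates were compared before they were averaged. Pearson's r across genes of log2(CPM + 1) lay between 0.9938 and 0.9983 for pairs of Glc libraries, between 0.9994 and 0.9995 for Lac, between 0.9964 and 0.9986 for LNT and between 0.9972 and 0.9977 for XGL. Pairs from different sources lay between 0.928 and 0.9717. No 2 libraries agreed within sampling noise: chi-square per degree of freedom of their counts was at least 10.6, a value reached by a pair of Lac libraries. All 12 were therefore counted as separate samples, although this value cannot tell separate cultures from separate preparations of 1 culture. The median SD of a gene's log2(CPM + 1) over 3 replicates was 0.0994 in Glc, 0.0391 in Lac, 0.0744 in LNT and 0.0961 in XGL. The first 3 principal components held 96.5% of the variance, and each source formed its own cluster on them.

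**Figure D1:**
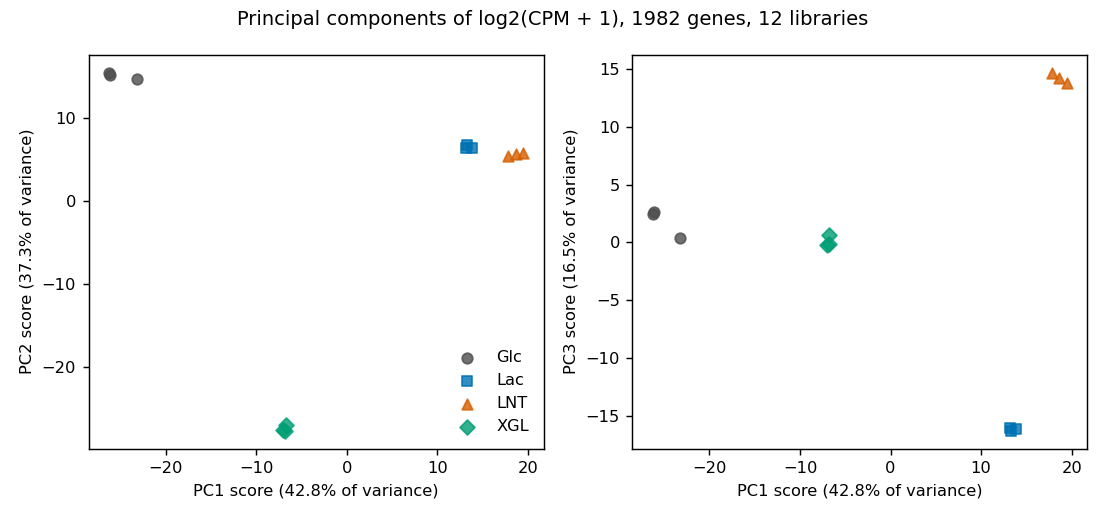
Principal component scores of log2(CPM + 1) for 1982 genes in 12 libraries (points, coloured by carbon source), with component 1 (42.8% of the variance) against component 2 (37.3%) on the left and component 3 (16.5%) on the right. Component 2 sets the XGL libraries apart and component 3 sets Lac against LNT, while replicates of each source lie close together.

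Whether expression depended on the carbon source at all was tested first. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1789 of the 1982 genes (90.3%) differed among the 4 sources at an adjusted p below 0.05. A mean CPM of at least 10, the alternative that moved this count most, tested fewer genes and gave 1542.

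The 3 sources were then each compared with glucose. XGL was supplied at 5 mg/mL and LNT at 10 mg/mL, so that the source and its mass concentration changed together between them. Whether 10 mg/mL also holds for Glc and Lac is not clear from the protocol; if it does, the same applies to XGL against each of them. In XGL, 414 genes (20.9% of those tested) were changed at least 2-fold, 205 higher and 209 lower. In Lac, 496 genes (25% of those tested) were changed, 207 higher and 289 lower. In LNT, 472 genes (23.8%) were changed, 203 higher and 269 lower. Without the fold minimum, the counts at an adjusted p below 0.05 were 1503, 1559 and 1554 in the same order, so most of the differences that passed the test were smaller than 2-fold. The split into higher and lower depended on the scaling. With totals alone in place of TMM factors, the median log2 fold change of all genes was -0.27 for XGL, -0.26 for Lac and -0.25 for LNT, against -0.01, -0.04 and -0.03 with TMM. The calls then became 120 higher and 345 lower for XGL, 141 higher and 394 lower for Lac, and 131 higher and 398 lower for LNT. Upper-quartile factors gave 142 higher and 293 lower for XGL against Glc. No gene called both with the reported settings and under an alternative scaling, filter or tool, or with a library left out, changed direction. For the scalings this was no test, because they moved the median log2 fold change only by between -0.27 and 0.01. A called gene had an absolute log2 fold change of at least 1.

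**Figure D2:**
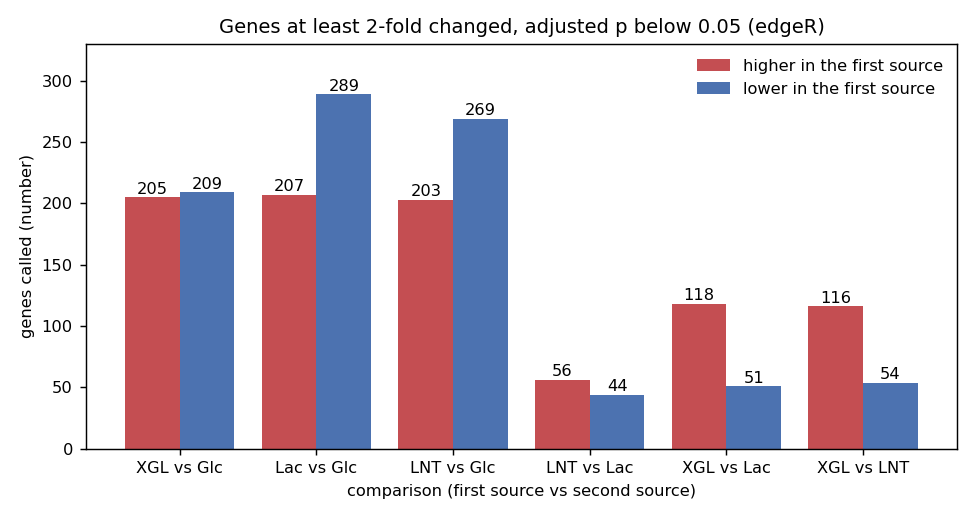
Number of genes called higher (red) and lower (blue) in the first of the 2 sources of each comparison, at an adjusted p below 0.05 and an absolute log2 fold change of at least 1 (edgeR, TMM scaling). The bars for comparisons with Glc reach 203 to 289 genes, and those between the other 3 sources reach 44 to 118.

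At the 2-fold minimum, fewer genes were called between the sources other than glucose than against glucose. This order did not hold for changes of at least 4-fold, which numbered 93 for XGL against LNT, 87 for XGL against Glc and 91 for LNT against Glc. Between LNT and Lac, 100 genes were called, 56 higher and 44 lower in LNT. Between XGL and Lac, 169 genes were called, 118 higher and 51 lower in XGL; upper-quartile factors moved that split to 94 higher and 71 lower. Between XGL and LNT, 170 genes were called, 116 higher and 54 lower in XGL. Whether these counts differ from those against Glc was not tested, and the Glc libraries also had the largest median SD of the 4 groups.

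The largest change of XGL against Glc was that of BcK1E1_01925. Its abundance was 8989 CPM ± 492 in XGL and 26 CPM ± 1.6 in Glc (SD, n = 3 each), with 27.4 CPM ± 1.23 in Lac and 34.5 CPM ± 4.59 in LNT. The log2 fold change of XGL against Glc was 8.44 ± 0.11 (SE), a 346-fold rise with an adjusted p of 8.3e-15 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 XGL libraries lay above all 3 Glc libraries. BcK1E1_01950 rose from 21.7 CPM ± 1.68 in Glc to 6222 CPM ± 520 in XGL (SD, n = 3 each), a log2 fold change of 8.16 ± 0.11 (SE). Both genes were also higher in XGL than in Lac and LNT, by 8.36 and 8.02 on the log2 scale for BcK1E1_01925 and by 8.21 and 8.68 for BcK1E1_01950. The raw counts behind the low values were between 827 and 1087 per Glc library for BcK1E1_01925 and between 696 and 943 for BcK1E1_01950.

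The largest falls of XGL against Glc were those of BcK1E1_00184 and BcK1E1_00183, whose serial numbers are consecutive. BcK1E1_00184 stood at 13581 CPM ± 1385 in Glc and 128 CPM ± 5.35 in XGL (SD, n = 3 each), a log2 fold change of -6.73 ± 0.12 (SE) with an adjusted p of 1.14e-13 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 XGL libraries lay below all 3 Glc libraries. It was also lower in Lac, at 248 CPM ± 7.84, and in LNT, at 42.2 CPM ± 6.43, which gave log2 fold changes against Glc of -5.78 and -8.33. BcK1E1_00183 stood at 5566 CPM ± 1240 in Glc, 97.5 CPM ± 2.85 in XGL, 236 CPM ± 3.76 in Lac and 61.4 CPM ± 5.63 in LNT (SD, n = 3 each). Its log2 fold changes against Glc were -5.83 in XGL, -4.56 in Lac and -6.5 in LNT. Across the alternatives the log2 fold change of BcK1E1_00184 in XGL ranged from -6.99 to -6.66 and that of BcK1E1_01925 from 8.17 to 8.48, and the lower end of each came from totals alone.

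**Figure D3:**
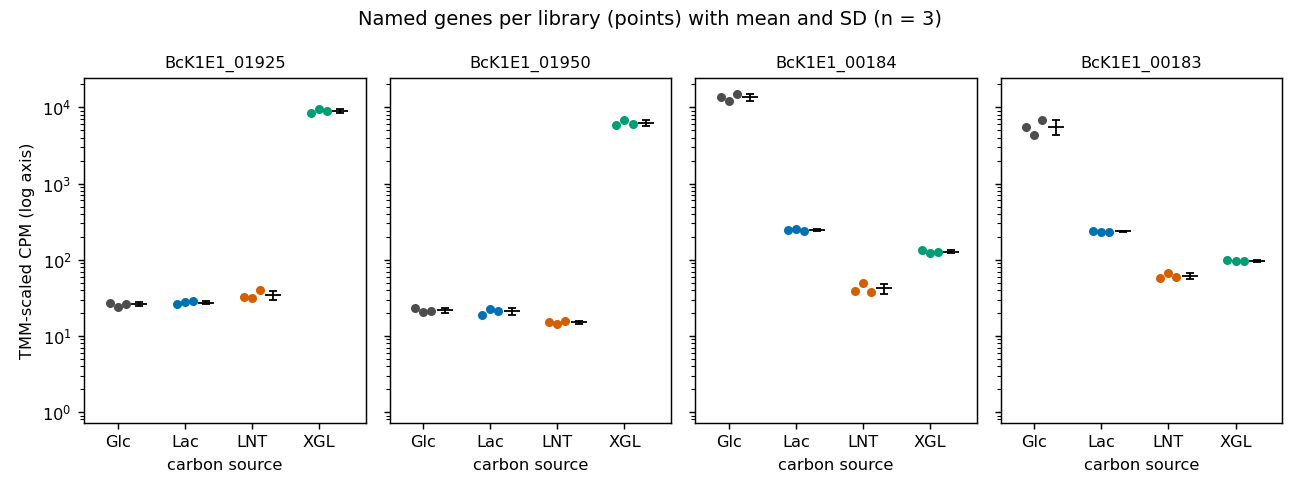
TMM-scaled CPM on a log axis for the 4 named genes in each library (points, by carbon source), with the mean and SD of the 3 replicates drawn beside them in black. BcK1E1_01925 averages 8989 CPM and BcK1E1_01950 averages 6222 CPM in XGL, and BcK1E1_00184 and BcK1E1_00183 lie highest in Glc.

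The largest rise of Lac against Glc was smaller than that of the other sources. The leading gene stood at 38.3 CPM ± 9.74 in Glc and 570 CPM ± 40.8 in Lac (SD, n = 3 each), a log2 fold change of 3.9 ± 0.32 (SE). The largest fall in Lac was from 1367 CPM ± 357 to 10.9 CPM ± 0.54, a log2 fold change of -6.97 ± 0.19. In LNT against Glc, the leading gene rose from 14.4 CPM ± 0.768 to 856 CPM ± 118, a log2 fold change of 5.89 ± 0.11. The largest fall in LNT was that of BcK1E1_00184. Changes of at least 4-fold were higher for 42 genes and lower for 45 in XGL, higher for 30 and lower for 81 in Lac, and higher for 36 and lower for 55 in LNT.

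LNT was compared with Lac because LNT contains a lactose unit. The leading gene stood at 157 CPM ± 4.29 in Lac and 13238 CPM ± 95.9 in LNT (SD, n = 3 each), a log2 fold change of 6.4 ± 0.07 (SE) with an adjusted p of 1.33e-15 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 LNT libraries lay above all 3 Lac libraries. The largest fall was from 1470 CPM ± 41 in Lac to 108 CPM ± 12.9 in LNT, a log2 fold change of -3.76 ± 0.14; the same gene stood at 32209 CPM ± 708 in Glc.

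The responses to Lac and LNT were compared through their changes against Glc. The same 345 genes were called in the same direction in both, 145 higher and 200 lower, which is 69.6% of the Lac calls and 73.1% of the LNT calls, and 4 genes were called in opposite directions. This split depended on the scaling, with 82 higher and 302 lower with totals alone. Both comparisons use the same Glc libraries. In 20 simulations of groups that did not differ from Glc, 0 genes were called in the same direction in any pair of comparisons, and the correlation of log2 fold changes across genes averaged 0.51 for Lac with LNT and ranged from 0.43 to 0.6 over all pairs of comparisons. The observed correlation of Lac with LNT was 0.774. It was 0.56 for Lac with XGL and 0.558 for LNT with XGL. Both values lie inside the simulated range, but the simulated fold changes held noise alone, whereas most observed differences passed the test. That range therefore cannot tell how much of an observed correlation came from the shared Glc libraries. For Lac with XGL and LNT with XGL, 295 and 277 genes were called in the same direction, and 23 and 12 in opposite directions. In all 3 sources, 243 genes were called in the same direction, 115 higher and 128 lower than in Glc; with totals alone there were 60 higher and 224 lower.

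To separate a response to 1 source from a difference between glucose and the rest, each source was compared with the other 3. In XGL, 46 genes were higher than in each other source, and 14 of these by at least 6 on the log2 scale in every comparison. These 46 genes held 10.3% ± 0.38 of the counts in XGL libraries (SD, n = 3) and between 0.262% and 0.475% in the others. In LNT, 30 genes were higher than in each other source. They held 7.24% ± 0.27 of the counts in LNT and between 0.311% and 0.446% elsewhere. In Lac there were 16 such genes, which held 0.387% ± 0.0067 of the counts in Lac and between 0.0912% and 0.147% elsewhere. In Glc there were 128, which held 11.3% ± 0.54 of the counts in Glc and between 0.987% and 1.46% elsewhere. By definition these are the same 128 genes that were called lower than in Glc in all 3 sources. For Glc, the comparison therefore cannot separate a response to glucose from a difference between glucose and the rest. The Glc count rose to 224 with totals alone as the scaling. Of the 30 LNT-specific genes, 4 belonged to pairs with exactly equal counts in all 12 libraries, so that the members of a pair could not be measured apart.

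Changed genes were neighbours more often than chance placement allowed, with the order of serial numbers taken as the order of genes. Among the genes called in XGL against Glc, 215 pairs with consecutive serial numbers were called in the same direction, against a mean of 41 and a maximum of 67 in 100000 random placements (one-sided permutation p of 1e-05, the smallest these placements can give, adjusted p of 1.1e-05). The corresponding counts were 242 pairs for Lac against a random mean of 60.4, 234 for LNT against a random mean of 54.3, and 50 for LNT against Lac where the random mean was 2.4, each with the same p. Genes in such runs made up 69.1% of the calls in XGL, 67.7% in Lac, 67.8% in LNT and 70% in LNT against Lac.

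The longest run of genes called higher against Glc held 21 genes, and it was the same 21 genes in XGL, Lac and LNT. Their log2 fold changes lay between 1.1 and 1.43 in XGL, between 1.27 and 1.56 in Lac and between 1.03 and 1.46 in LNT. These genes held 4.97% ± 0.3 of the counts in Glc, 11.6% ± 0.17 in Lac, 10% ± 0.33 in LNT and 9.92% ± 0.8 in XGL (SD, n = 3 each). With totals alone as the scaling, they remained higher, but the 2-fold minimum was passed by 10 of the 21 in XGL and by 9 in LNT, and by all 21 in Lac. The longest run of genes called lower against Glc held 28 genes in XGL, 28 in Lac and 25 in LNT, and 25 genes were shared by the 3 runs. The median log2 fold change over each run was -2.11 in XGL, -2.06 in Lac and -1.38 in LNT.

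In LNT against Lac, the longest run of higher genes held 25 genes with log2 fold changes between 1.42 and 6.4 and a median of 4.93, and 4 of them were members of pairs with equal counts. Together they stood at 66307 CPM in LNT and 2531 CPM in Lac, as sums of group means. The longest run of lower genes there held 3 (one-sided permutation p of 0.018, adjusted p of 0.018). All 30 LNT-specific genes lay in runs, the longest of 16 genes, and 43 of the 46 XGL-specific genes did, with a longest run of 13. Of the 16 Lac-specific genes, 5 lay in runs.

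**Figure D4:**
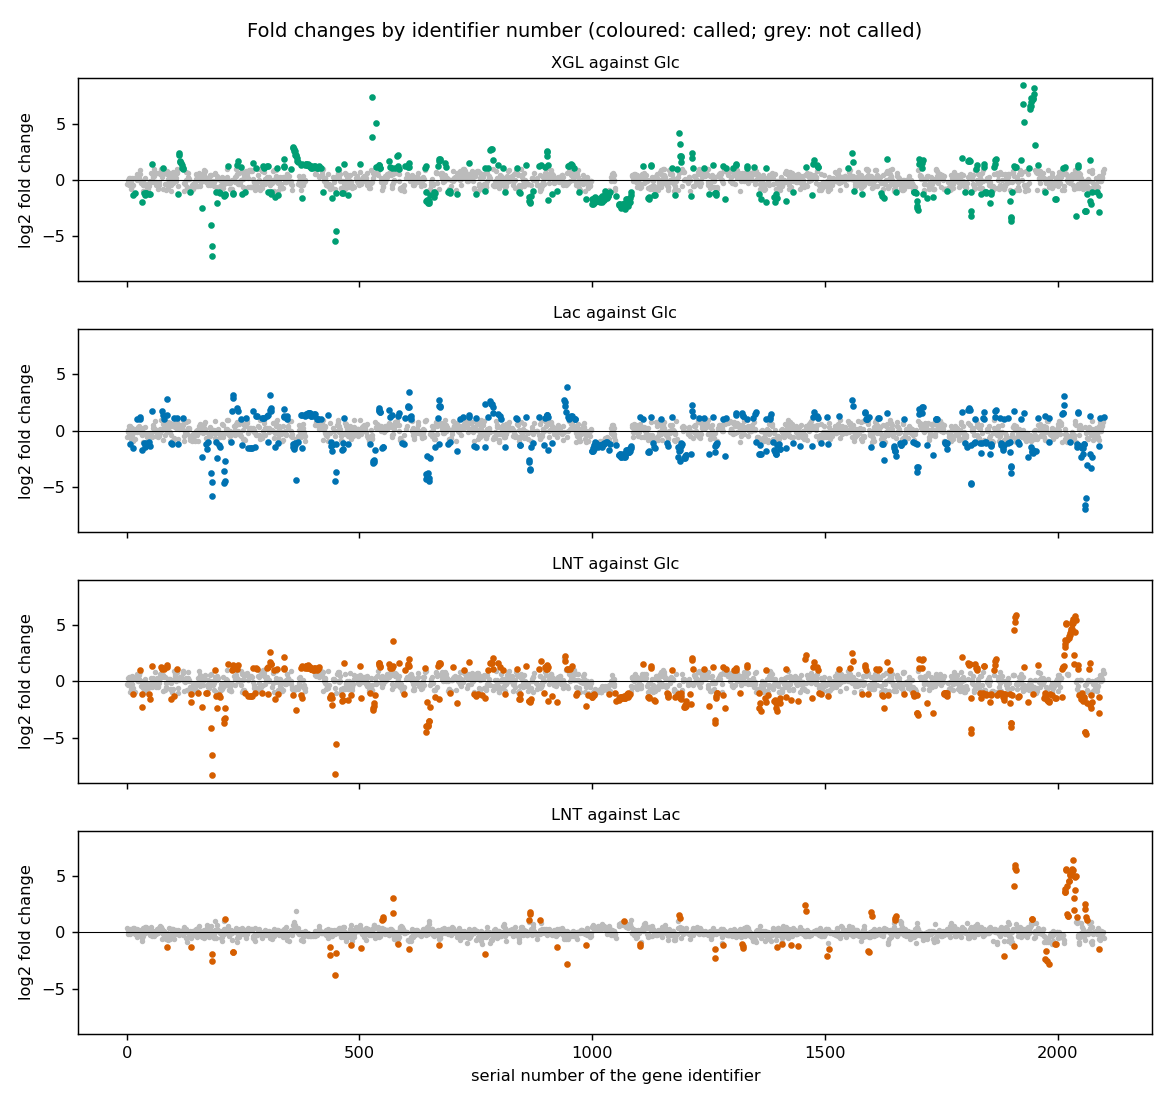
Log2 fold change of each tested gene (points) against the serial number of its identifier for XGL, Lac and LNT against Glc and for LNT against Lac; coloured points are called genes and grey points are not. Genes with large changes lie in narrow stretches, among them the 25-gene run raised in LNT near the right edge, where values reach 6.4 against Lac.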

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

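The alternatives below were planned before the data were examined, except limma-voom with library quality weights, which was added after the unequal spread of the groups was seen. Counts of called genes were first compared without a split into higher and lower. Under the scalings, filters, tools, prior, thinning, block and subsets of libraries, these counts stayed within 1.5 times the reported ones with a single exception. With library totals alone as the scaling, the number of genes higher in Glc than in each other source was 224 in place of 128. Some counts split by direction also left that range with this scaling. For XGL against Glc, 120 genes were higher in place of 205, and 345 lower in place of 209. For LNT against Glc, 131 were higher in place of 203. Of the genes changed the same way in Lac and LNT, 82 were higher in place of 145, and 302 lower in place of 200. That setting omits the composition factors, which were 1.11 to 1.16 in Glc and 0.916 to 0.993 in the other groups, and so raises Glc relative to the rest. The lowest counts mostly came from the mean CPM filter, which tests fewer genes: 328 for XGL, 399 for Lac and 379 for LNT against Glc. DESeq2 gave 413, 498 and 472, and shared 411, 490 and 468 calls with edgeR. The quality-weighted fit gave 441, 527 and 487.

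With no fold minimum, 1503 genes were called for XGL, 1559 for Lac and 1554 for LNT against Glc, 886 for LNT against Lac, 915 for XGL against Lac and 855 for XGL against LNT; 571 were higher in Glc, 172 in Lac, 97 in LNT and 119 in XGL than in each other source, and 1308 were changed the same way in Lac and LNT. With a log2 fold change of at least 2, the same comparisons gave 87, 111, 91, 40, 78 and 93 genes, with 21 higher in Glc and 1 in Lac, and 54 changed the same way in Lac and LNT. A test against a 2-fold change (glmTreat) gave 268, 329 and 302 genes against Glc, 100 for XGL against Lac and 113 for XGL against LNT, with 75 higher in Glc and 7 in Lac, and 210 changed the same way in Lac and LNT.

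Leaving out each library in turn gave 396 to 446 genes for XGL against Glc, 462 to 536 for Lac against Glc and 446 to 495 for LNT against Glc. The highest of each came without Glc replicate 2 and the lowest without Glc replicate 3. The other comparisons gave 97 to 106 for LNT against Lac, 162 to 175 for XGL against Lac and 165 to 183 for XGL against LNT. XGL-specific genes numbered 38 to 47, the lowest without XGL replicate 1, and LNT-specific genes numbered 30 in every case. Each fit with a library left out assumes that the 2 remaining replicates vary like the other groups.

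The numbers shared by the replicates did not pair the libraries. The correlation of deviations from the group means was above 0.1 in 1 of 18 same-numbered pairs, with a median of -0.086. In the 36 pairs with different numbers the median was 0.0445 and the largest value 0.276. A grouping of libraries that does not follow the numbers was not tested, and the replicate block would not remove it. With the replicate block, 413 genes were called for XGL, 494 for Lac and 468 for LNT against Glc, and no count left the range of 1.5 times. The 16 log2 fold changes followed for leading genes kept their direction and an adjusted p below 0.05 in each of these alternatives. Since these genes were picked for the largest changes in the same data, this was hardly a test. Allowing 1 uncalled gene between successive called genes lengthened the longest lower run in XGL from 28 to 37 called genes and changed no other longest run. The same-strand definition of a run and the gene set tests, with their alternatives, were not run, because strand and product names were not used here. Depth limited little: thinning to the smallest total gave 416, 491 and 470 genes against Glc.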

Other observations

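Apart from the simulations of unchanged groups, the alternative scaling and the fits with a library left out, the tests in this part were chosen only after the results they concern had been seen, and what follows from them are hypotheses.

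Other splits of the libraries were used to ask whether an arbitrary grouping gives as many genes. For each of the 6 pairs of sources, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and the next largest gave 0. With 10 splits the share cannot fall under 0.1, so the splits alone cannot exclude chance for a single pair; in the 20 simulations of groups that did not differ from Glc, at most 1 gene was called for Lac or LNT against Glc. For the test among all 4 sources, 1 of 100 splits of the 12 libraries reached 1789 genes, the real one. The next largest gave 1118. A share of 1 in 100 is the smallest these splits can give, so it argues against chance there without excluding it.

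Glc replicate 2 stood apart from the other Glc libraries. It differed from both by more than 0.5 on the log2 scale, in the same direction, for 77 genes of at least 1 CPM (38 higher and 39 lower), while replicate 1 did so for 5 genes and replicate 3 for 8. Lower depth is argued against, since replicate 3 had almost the same total and the count for replicate 2 was 78 after the Glc libraries were thinned to one total. Material from another culture is argued against as well. The 39 fallen genes had lost a median of 39.2% of their level, whereas the genes specific to each other source had gained a median of -0.147% of their XGL level, -0.155% of their LNT level and 2.52% of their Lac level. Medians near 0 can hide gains of single genes, but 90% of these genes gained at most 1.01% of the XGL level, 0.643% of the LNT level and 18.4% of the Lac level, all below that loss. A candidate explanation is a partial shift of this culture toward the state of the other sources. The difference of replicate 2 from replicate 1 correlated across genes with the difference of each source from replicate 3, with r of 0.38 for Lac, 0.27 for LNT and 0.22 for XGL. The difference of replicate 2 from replicate 3, set against that of each source from replicate 1, gave 0.3, 0.22 and 0.18 in the same order, whereas the difference of replicate 3 from replicate 1, set against that of each source from replicate 2, gave at most 0.05. A deviation shared by replicates 1 and 3 would also give positive correlations, so these values cannot separate it from a shift of replicate 2. Genes are not independent replicates, and 52 of the 77 genes moved in the direction of the Lac difference. A shift would thus describe only part of the pattern. Handling of the pellet or RNA was not tested. The growth or handling of this culture is worth a check, because leaving it out raised the calls of XGL, Lac and LNT against Glc to 446, 536 and 495.

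The Lac replicates differed less than those of the other groups. Greater depth is argued against: at equal totals the median SD of log2(CPM + 1) was 0.0417 in Lac against 0.0767 in LNT, 0.0964 in XGL and 0.1 in Glc. A single library deposited 3 times is argued against too, since chi-square per degree of freedom between Lac libraries was at least 10.6, where repeated sequencing of one library gives about 1. Separate libraries from closely matched cultures stay open, and this was not tested.

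The 14 genes raised by at least 6 on the log2 scale in XGL over every other source still had counts elsewhere. Their levels were 0.289% to 1.29% of the XGL level in Glc, 0.176% to 0.987% in Lac and 0.244% to 1.41% in LNT. Reads carried over between pooled libraries would give one common fraction per receiving group, but the highest fraction was at least 4.45 times the lowest in each group, with 256 or more counts per gene and group. Carry-over alone is therefore argued against. Carry-over up to the lowest fraction stays open, and the fold changes of the genes with the lowest fractions might then be understated.

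The set of 243 genes changed the same way in XGL, Lac and LNT against Glc rests on 1 group of control libraries. Chance errors of those libraries are argued against by the simulations of unchanged groups, where 0 calls were shared by any 2 comparisons. A single atypical Glc library is argued against, since the count was 231 at its lowest with 1 Glc library left out, and 282 without replicate 2. The number in each direction depended on the scaling: with library totals alone, 60 genes were higher and 224 lower, in place of 115 and 128. Of the 115, the same 60 kept their calls, so scaling is not argued against for the 2-fold minimum. All 115 stayed higher at an adjusted p below 0.05 with no fold minimum. That does not test their direction, because the scaling moved the median log2 fold change by only -0.27 to -0.22. Genes picked for a log2 fold change of at least 1 could not be reversed by such a shift. The same 128 lower genes kept their calls, but that scaling lowers every gene against Glc and could not have removed them, so an effect of scaling on the lower part stays open. A general difference between growth on glucose and on the other sources remains open as a hypothesis and was not tested apart from the comparisons themselves.

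The clustering of calls along the serial numbers was not explained by reads shared between identical copies, since at least 214 neighbouring pairs per comparison with Glc remained after genes with identical counts had been left out, against at most 87 in 10000 random placements. The 21-gene run raised in all 3 sources held between 9.92% and 11.6% of the counts there, and naming its genes would be the first thing to look up with the annotation.

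The table holds 11 sets of 2 to 5 genes, 32 genes in all, whose estimated counts were exactly equal in all 12 libraries at a mean of at least 10 counts. Among them, 21 were called in LNT against Glc, 10 in Lac and 6 in XGL. The first 2 members of a set lay 2 to 234 serial numbers apart. A pair of the sets lay in the LNT-specific stretch with the same distance of 14 numbers between members.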
